A study of Saccharomyces cerevisiae with 24 samples. Its data were reported in "Gene-by-environment interactions influence the fitness cost of gene copy-number variation in yeast" (2023).

How the data were processed

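The data came from a pooled competition of yeast plasmids. Each strain of Saccharomyces cerevisiae carried the MoBY 2.0 library, a set of high-copy plasmids that each hold a gene of the reference strain S288C with its own flanking sequence and a DNA barcode. The 4 strains were the laboratory diploid BY4743, the vineyard strain BC187, the West African strain NCYC3290 and the North American oak strain YPS128. Aliquots were taken before growth (generation 0) and after 10 generations in rich medium with 0.7 M NaCl, in 3 replicates each, which gave 24 samples in 8 groups. Groups and replicate numbers were taken from the sample titles.

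The authors isolated plasmids from each aliquot, amplified the barcodes by PCR with indexed primers, pooled the samples and sequenced them as single-end reads across several lanes. The deposited table holds raw read counts per barcode, as whole numbers, with no normalisation, cap or imputed value. The tool that assigned reads to barcodes, the mismatches it allowed and any quality filter were not stated. No molecular identifiers were used, so reads of a barcode are not independent molecules and every interval or limit covers counting error alone. The table has 4871 rows for 4817 genes, because 54 genes have more than 1 row (written with a suffix, as in RNA15_2). Rows are called genes below. Of the rows, 584 had 0 reads in every sample. Each column was matched to a sample by its title, and 0 columns were left without a sample.

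Gene symbols and positions were taken from the RefSeq annotation of the S288C assembly R64 by systematic name, and 4811 of the 4817 names matched. The count table itself has no coordinates. Positions are those of the gene in the reference genome, from which the plasmid inserts were cloned, and not of an integrated copy.

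Libraries were scaled after the study's own approach. A few barcodes took most of the reads in some libraries, so the library size was the total over genes that exceeded 50000 reads in no sample, which left out 25 genes from the total (but not from the tests). Normalised reads are reads per 1000000 of that total, and can exceed that number for a dominant barcode. Differences between generation 10 and generation 0 were tested within each strain on the deposited counts with edgeR 4.0.16 (R 4.3.3), by a quasi-likelihood fit of the 6 samples of the strain after filterByExpr with a minimum count of 10. The false discovery rate (FDR) is the Benjamini-Hochberg adjusted p-value over the genes tested in a strain, and genes under 0.05 were called deleterious (log2 fold change below 0) or beneficial (above 0). The standard error of a log2 fold change was its absolute value over the square root of the F statistic. As in the study, a further effect threshold was the smallest significant positive log2 fold change of NCYC3290 and YPS128.

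Differences between strains were tested in 1 joint quasi-likelihood fit of the 24 samples with 8 group means: an F test of the 3 strain-by-generation terms, the contrast of NCYC3290 with YPS128, and the contrast of the mean of these 2 strains, which the study describes as salt-sensitive, with the mean of BY4743 and BC187. Gene lists were tested with camera of limma 3.58.1 with its preset inter-gene correlation. The lists were 128 ribosomal protein genes chosen by symbol, 28 genes of salt and osmotic tolerance written from general knowledge, and 9 genes that the study names as beneficial or ion-related. P-values were adjusted over the 3 lists and 4 strains. The last list was chosen by the study on these libraries and is not independent evidence. Fitness scores per replicate were the log2 ratio of each generation 10 sample to the mean of its strain's generation 0 samples, with a pseudocount of 1 normalised read, over the 4140 genes tested in all strains. Their SD and median over genes were compared between strains by an exact permutation test over all 369600 assignments of the 12 samples to 4 strains, on the upper tail of the F statistic. Python 3.11.15 with scipy 1.17.1 was used for these steps.

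Genes were named by a rule set before the data were examined: in each strain the 3 largest rises and the 3 largest falls with an FDR under 0.05 whose 3 generation 10 values all lay on the same side of the 3 generation 0 values, and the 9 genes named in the study. For a gene with at most 3 reads in every generation 10 library the fold change is given as a lower bound against 3 reads.

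The scripts were tested on simulated counts drawn from the real means and library sizes with 200 genes changed. With the replicate spread of BY4743, 99.5% of genes changed by 2 on the log2 scale were recovered among 4186, with 7 false calls. With the spread of NCYC3290, 0% were recovered at that size among 4167 genes, and 89.4% at a change of 5. In the joint fit with equal spread, the contrast of NCYC3290 with YPS128 recovered 100% of the changed genes among 4211. When each strain kept its own measured spread, 1 value for all genes and both generations, the same contrast gave 39 true and 64 false calls among 4219 genes. The calls for this contrast thus held more false calls there than the FDR states, and the real counts may too. A voom fit with 1 variance per group gave 0 true and 0 false calls in that setting. In a simulation added after the results were seen, with NCYC3290 lower by 5 on the log2 scale in 200 genes, the quasi-likelihood fit gave 191 true and 146 false calls for this contrast, and the voom fit 38 and 2. For the contrast of salt-sensitive with salt-tolerant strains the quasi-likelihood fit gave 150 true and 10 false calls there. All these simulations gave both generations of a strain the same spread, which the real samples did not have. The rates of true and false calls may therefore not hold for the real data.

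The alternatives were TMM factors, the total library size, a read cap applied per sample, DESeq2 1.42.0 with its size factors, no filter on low counts, more than 20 normalised reads at generation 0, a likelihood-ratio test per strain on normalised reads with missing values imputed after the study's description, the joint fit, the replicate number as a block, an effect threshold of 1, other pseudocounts (5 and 0.5), voom with sample weights, fry or an estimated correlation for gene lists, and leaving out each sample in turn. Replicate libraries were compared pairwise, and the smallest chi-square per degree of freedom was 5.13, so no library was counted as a repeat of another. Growth in medium without NaCl and transcript levels were not analysed here.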

Results

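Barcode sequencing measured the relative abundance of 4871 plasmid barcodes in 4 diploid yeast strains before and after 10 generations in 0.7 M NaCl, with 3 replicates per strain and generation. A rise in a barcode's share of the library was read as a benefit and a fall as a cost. Both are relative to the library in that strain. The paper states that a fall can come from slower growth or from cells lowering the number of a toxic plasmid. It also reports more copies of the plasmid per haploid genome in BY4743 than in the wild strains. Comparisons with BY4743 therefore carry a difference in copy number too. The 24 libraries held between 4615027 and 30699608 reads. Outside the 25 genes with more than 50000 reads in some sample, the 12 libraries of generation 0 held between 8407149 and 23477556 reads. The generation 10 libraries held at least 11962164 such reads in BY4743 and at least 13877769 in BC187, but from 1679115 to 5010411 in YPS128 and from 501261 to 1868859 in NCYC3290. The median gene had between 2116 and 3445 reads in the BY4743 generation 10 libraries and between 14 and 48 reads in those of NCYC3290.

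Library composition was compared first, because it sets the depth behind every other gene. At generation 0 the 10 most abundant barcodes held 1.05% ± 0.0086 (SD, n = 3) of reads in BY4743, 1.16% ± 0.046 in BC187, 1.11% ± 0.037 in NCYC3290 and 1.36% ± 0.11 in YPS128. At generation 10 they held 1.28% ± 0.054 in BY4743, 4.24% ± 0.21 in BC187, 92.4% ± 2.8 in NCYC3290 and 88.6% ± 4.7 in YPS128. A barcode of HAL5, which encodes a protein kinase (YJL165C, R64 chromosome X, 106894 to 109461, protein-coding), accounted for most of this. It held 58.7% ± 3.7 of reads in NCYC3290 and 79.1% ± 5.9 in YPS128 at generation 10, against 1.82% ± 0.15 in BC187 and 0.181% ± 0.020 in BY4743. At generation 0 its share was between 0.080% and 0.12% in the 4 strains. The share of barcodes with 0 reads rose from 12.6% ± 0.16 to 18.7% ± 3.8 in NCYC3290 and from 12.9% ± 0.18 to 15.7% ± 1.5 in YPS128.

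**Figure D1:**
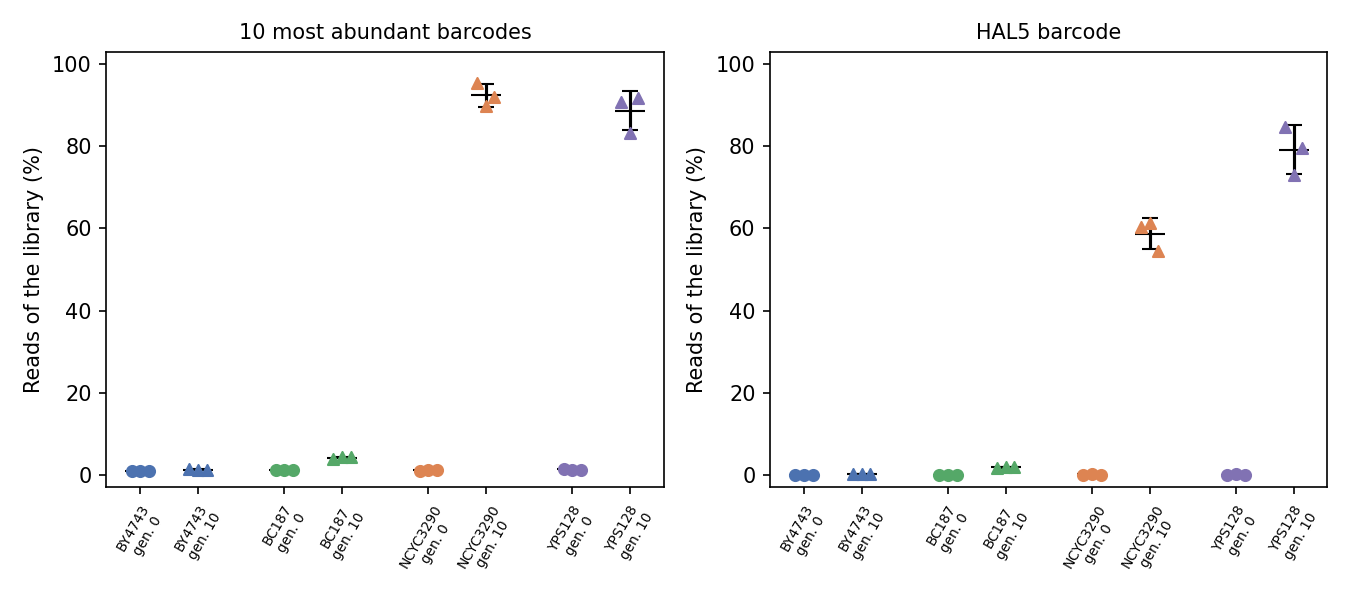
Share of reads (%) in the 10 most abundant barcodes (left) and in the HAL5 barcode (right) of each library, by strain and generation (circles, generation 0; triangles, generation 10; black bars, mean and SD of 3 replicates). The top 10 barcodes hold 92.4% and 88.6% of reads on average in the NCYC3290 and YPS128 generation 10 libraries and at most 4.24% in the other groups.

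The generation 0 libraries were not alike in all strains. Over replicates, BY4743 and NCYC3290 had a Pearson correlation across genes of 0.989 between their mean log2 normalised reads, and BC187 and YPS128 of 0.910, while the other 4 pairs of strains had between 0.702 and 0.746 (genes are not independent replicates). In these 2 closest pairs, 1172 of 4196 genes differed between BY4743 and NCYC3290 (FDR < 0.05), 0.429% of genes by more than 2-fold, and 2210 of 4185 between BC187 and YPS128, 11.7% by more than 2-fold. Each of these 2 pairs of strains holds 1 salt-tolerant and 1 salt-sensitive strain. Fold changes were therefore taken within a strain, and the contrast of salt-sensitive with salt-tolerant strains is also given within each pair below.

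The first question was how many genes affect fitness in each strain when carried on the plasmid. In BY4743, 817 of 4186 genes tested were deleterious and 763 were beneficial at an FDR under 0.05. In BC187 there were 1589 deleterious and 1189 beneficial genes of 4166, in NCYC3290 1087 and 79 of 4171, and in YPS128 352 and 171 of 4157. The size of the called effects differed too. The median log2 fold change of the deleterious genes was -0.72 in BY4743, -0.87 in BC187, -4.44 in NCYC3290 and -2.29 in YPS128. With genes of at most 3 reads in every generation 10 library set at their lower bound, it was -4.01 in NCYC3290 (193 such genes) and -2.25 in YPS128 (12 such genes). The smallest significant rise was 0.13 in BY4743 and 0.11 in BC187, against 1.88 in NCYC3290 and 0.86 in YPS128. The biological coefficient of variation between replicates was 0.126 in BY4743, 0.110 in BC187, 0.855 in NCYC3290 and 0.539 in YPS128. Counts of calls are therefore not comparable between strains as numbers of affected genes. The fit of a strain also gives both generations the same spread, which the replicates did not have. In NCYC3290 the chi-square per degree of freedom between replicates ran from 11.8 to 20.7 at generation 0 and from 818 to 1266 at generation 10. At least 1 strain showed an effect for 3496 genes.

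Among the settings that kept all 24 samples, the joint fit of all strains moved a count most as a ratio, from 763 beneficial genes in BY4743 to 1. This fit gives all strains the same spread. It left 69 deleterious genes and 1 beneficial gene in BY4743 and 334 and 48 in BC187. When libraries were scaled to all reads, 3726 genes were deleterious and 17 beneficial in NCYC3290, and 3884 and 16 in YPS128. TMM factors raised the median log2 fold change of all genes by 2.06 in NCYC3290 and by 0.61 in YPS128, and gave 308 deleterious and 172 beneficial genes in NCYC3290 and 201 and 433 in YPS128. With DESeq2 and its size factors the calls were 672 deleterious and 923 beneficial in NCYC3290 and 557 and 696 in YPS128. The excess of deleterious over beneficial genes thus reversed in NCYC3290 under DESeq2 and in YPS128 under TMM and DESeq2. In BY4743 and BC187 the calls stayed within 1.5 times of the main counts under each of these scalings. Single libraries mattered as well in YPS128, where 1636 genes were deleterious without generation 10 replicate 2 and between 2 and 15 when a generation 0 library was left out. The coefficient of variation was 0.343 without generation 10 replicate 2 and from 0.620 to 0.628 without a generation 0 library.

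**Figure D2:**
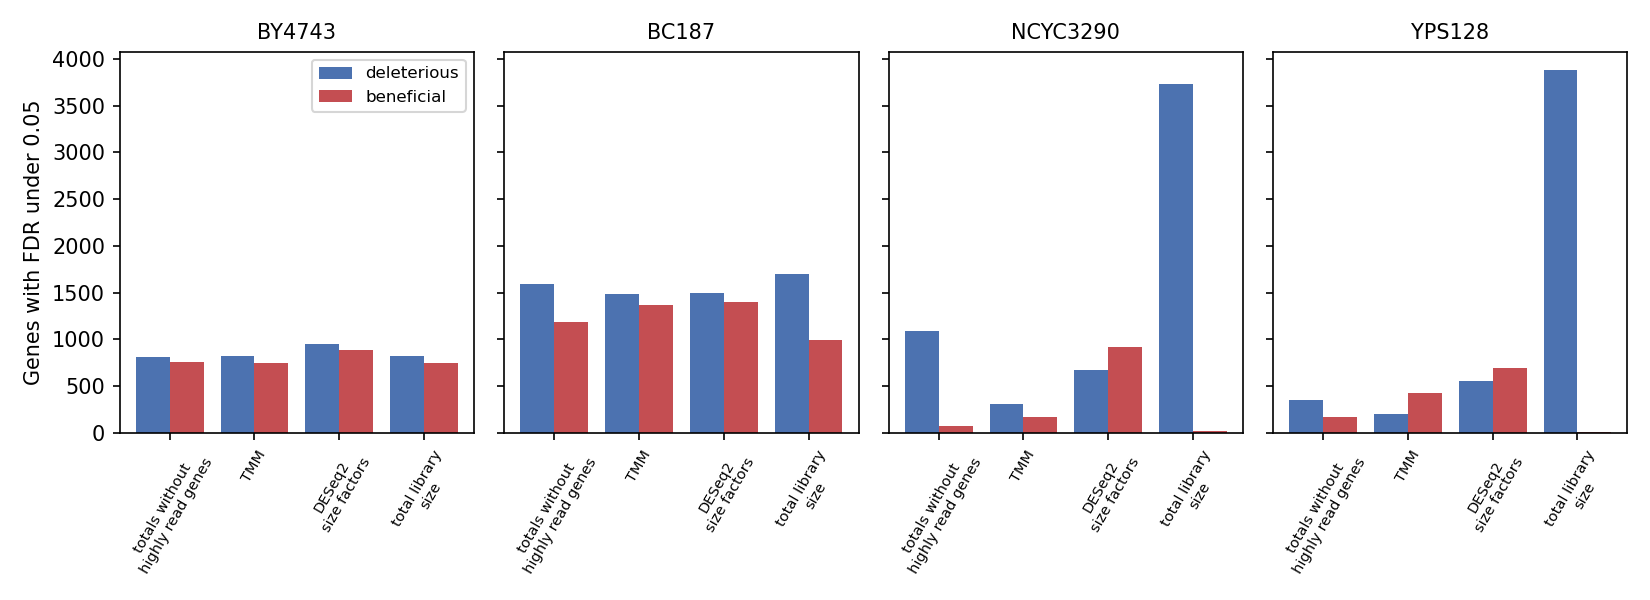
Number of deleterious (blue) and beneficial (red) genes with an FDR under 0.05 in each strain under 4 ways of scaling the libraries (totals without genes over 50000 reads, TMM, DESeq2 size factors, total library size). The counts of BY4743 and BC187 change little, while NCYC3290 goes from 1087 deleterious and 79 beneficial genes to 672 and 923 under DESeq2 and to 3726 and 17 under the total library size.

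Fitness scores per replicate described the magnitude of effects without a call. The SD of the scores over 4140 genes was 0.728 ± 0.060 (SD of 3 replicates) in BY4743, 1.03 ± 0.028 in BC187, 2.53 ± 0.12 in NCYC3290 and 1.75 ± 0.52 in YPS128. The exact permutation test over 369600 assignments of samples to strains gave p = 6.5e-05, the smallest it can give. The median score was 0.0055 ± 0.018 in BY4743, -0.052 ± 0.010 in BC187, -2.69 ± 0.85 in NCYC3290 and -0.69 ± 0.23 in YPS128, also with an exact permutation p of 6.5e-05. Under TMM the medians of NCYC3290 and YPS128 moved to -0.65 and -0.081 and the exact permutation p for the medians was 0.055, while the p for the SD stayed under 0.05 in all 7 alternative settings. Pearson correlations of scores between replicate pairs, across genes, averaged 0.865 ± 0.053 in BY4743, 0.974 ± 0.0040 in BC187, 0.341 ± 0.019 in NCYC3290 and 0.667 ± 0.096 in YPS128.

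**Figure D3:**
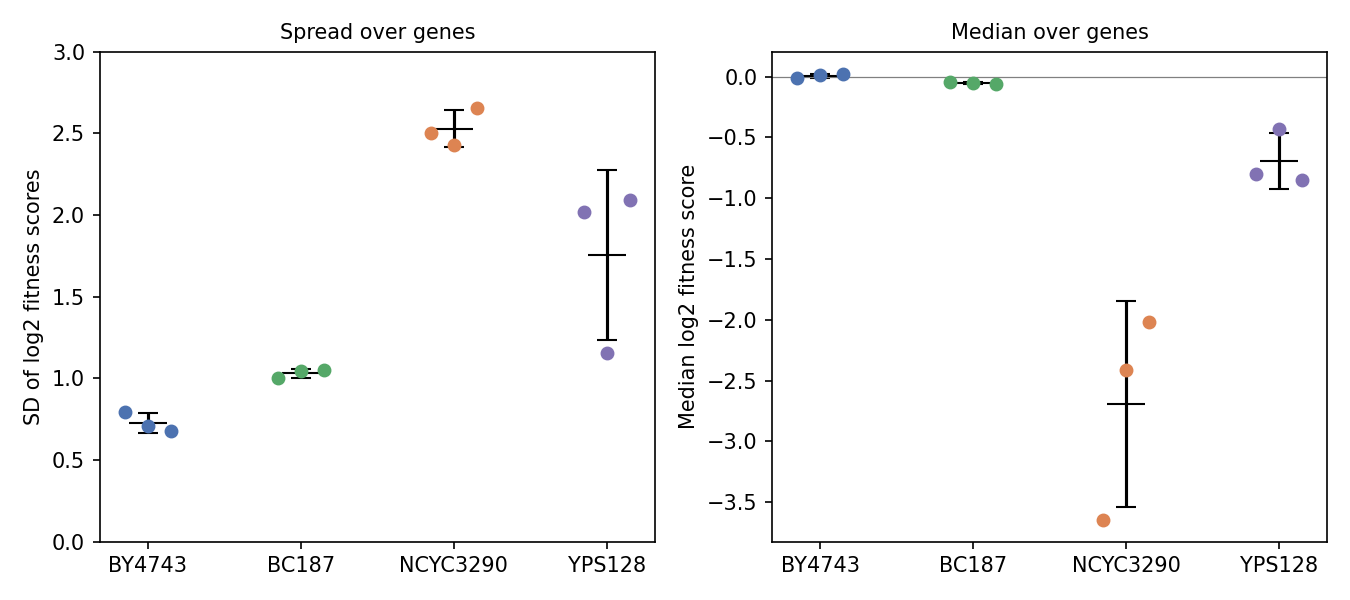
SD (left) and median (right) over genes of the log2 fitness scores of each generation 10 replicate, by strain (points, replicates; black bars, mean and SD of 3 replicates). The SD averages 0.728, 1.03, 2.53 and 1.75 and the median 0.0055, -0.052, -2.69 and -0.69 in BY4743, BC187, NCYC3290 and YPS128.

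Some deleterious effects were common to all strains. The 4 lists of deleterious genes shared 62 genes, where 6.75 would be expected if the lists were independent over the 4140 genes tested in all strains. This count was 13 under TMM and 574 when libraries were scaled to all reads. Ribosomal protein genes fell relative to the other genes in every strain by camera, with Benjamini-Hochberg adjusted p-values of 0.0011 in BY4743, 0.00033 in BC187, 0.0037 in NCYC3290 and 4.2e-09 in YPS128. Their median log2 fold change minus that of all genes was -0.17 in BY4743, -0.57 in BC187, -0.82 in NCYC3290 and -1.56 in YPS128. In NCYC3290, where 3 of them had at most 3 reads in every generation 10 library, their median was -2.41 as fitted and -2.40 with those genes at their bound. Of the 117 tested, 43 were deleterious and 15 beneficial in BY4743, 80 and 20 in BC187, 41 and 0 in NCYC3290, and 34 and 0 in YPS128. Adjusted over the list alone, there were 46 and 15 in BY4743, 80 and 21 in BC187, 47 and 0 in NCYC3290, and 68 and 4 in YPS128. All 4 calls of this list held under fry, which tests a list against no change and not against the other genes. It is therefore no check of this comparison in NCYC3290 and YPS128, where the median of all genes was -1.58 and -0.56. With an estimated inter-gene correlation the adjusted p-value stayed under 0.05 in BC187 alone, at 0.017.

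The 28 listed genes of salt and osmotic tolerance did not rise as a group in any strain. They lay lower than the other genes in BY4743 (adjusted p = 0.044 by camera, 25 genes tested) and BC187 (0.016, 23 genes), and not distinguishably so in NCYC3290 (0.86, 24 genes) and YPS128 (0.60, 24 genes). Over all genes tested, 12 of them were deleterious and 4 beneficial in BY4743, 14 and 4 in BC187, 8 and 1 in NCYC3290, and 3 and 1 in YPS128. Adjusted over the list alone, 12 were deleterious and 5 beneficial in BY4743, 14 and 4 in BC187, 9 and 2 in NCYC3290, and 3 and 2 in YPS128. The calls in BY4743 and BC187 held under fry, which also called a fall of the list in NCYC3290 (adjusted p = 0.0024). That fall is against no change, in a strain where the median of all genes was -1.58. It does not show that the list lay below the other genes. The calls in BY4743 and BC187 did not hold with an estimated inter-gene correlation, where the adjusted p was 0.32 in BY4743 and 0.087 in BC187. Scaling to all reads reversed the direction in NCYC3290 and YPS128. The result holds for the genes listed and not for salt tolerance genes at large. Over all genes tested, 1 listed gene was beneficial in NCYC3290 and 1 in YPS128. HAL5 and SAT4, which the paper links to ion and sodium tolerance, were each beneficial in both strains. The list therefore cannot hold both HAL5 and SAT4, which were among the largest rises there.

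The next question was which genes give a benefit in NaCl. The effect threshold, the smallest significant positive log2 fold change of NCYC3290 and YPS128, was 0.86. Over it lay 24 genes in BY4743, 124 in BC187, 79 in NCYC3290 and 171 in YPS128. Of the 323 genes over the threshold in at least 1 strain, 267 were so in 1 strain, 41 in 2, 11 in 3 and 4 in all 4. The lists of NCYC3290 and YPS128 shared 21 genes where 3.26 were expected by chance (odds ratio 9.45, two-sided Fisher's exact test, p = 2.3e-12, adjusted over 6 pairs of strains 6.9e-12). The number shared was 67 under TMM, 298 with DESeq2 and 5 when libraries were scaled to all reads. Every other pair of strains also shared more beneficial genes than expected, with adjusted p-values of 0.00095 or less.

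The 4 genes over the threshold in all strains were HAL5, SAT4, CMK2 and URA5. The 5 genes over it in the 3 wild strains and not in BY4743 were ATO2, CKA1, GCD10, NHP6A and SIS2. URA5, ATO2, NHP6A and, outside NCYC3290, SIS2 are named because the counts are small and were picked after their values were seen. CMK2 passed in BY4743 with a log2 fold change of 0.857 against a threshold of 0.856, and so would join the second list with a slightly higher threshold. Among the 5 genes, NHP6A fell in BY4743 by 0.94 on the log2 scale (SE 0.11, FDR 0.00052) and rose by 2.63 in BC187, 2.21 in NCYC3290 and 2.40 in YPS128.

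The largest rises and falls differed between strains. In BY4743 the largest rise was that of SAT4 (YCR008W, chromosome III, 128470 to 130281), a kinase gene related to HAL5, with a log2 fold change of 2.32 (SE 0.47, FDR 0.0074). Its normalised reads went from 19.9 ± 4.9 to 99.1 ± 53 (SD, n = 3). VAN1 (chromosome XIII, 40187 to 41794) rose by 1.44 (SE 0.29) and the barcode RNA15_2 (chromosome VII, 416146 to 417036) by 1.37 (SE 0.077). The largest falls were those of MYO2 (chromosome XV, 925721 to 930445), whose 127 ± 3.5 normalised reads dropped to at most 2 reads in each generation 10 library and so at least 575-fold lower, of TUB2 (chromosome VI, 56336 to 57709; log2 fold change -8.92, SE 0.19, FDR 4.3e-07), and of FMP48 (chromosome VII, 593596 to 594705; -8.16, SE 0.34).

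In BC187 the largest rises were those of the transcription factor gene CRZ1 (YNL027W, chromosome XIV, 579580 to 581616), HAL5 and ECM27 (YJR106W, chromosome X, 624838 to 627015). CRZ1 rose from 185 ± 14 to 4990 ± 565 normalised reads (log2 fold change 4.75, SE 0.11, FDR 1.7e-08). HAL5 rose by 4.55 (SE 0.098) and ECM27 by 4.42 (SE 0.067). In NCYC3290 the largest rises were those of SIS2 (YKR072C, chromosome XI, 576435 to 578123; 13.76, SE 1.5, FDR 0.0063), SAT4 (13.45, SE 1.2) and HAL5 (12.88, SE 1.0). SIS2 had 440229 reads in generation 10 replicate 2 against 7392456 and 6442344 in the other replicates. That library held 4615027 reads in total against 30699608 and 25414489, so part of this gap is depth. At generation 0 SIS2 had 11922 reads in replicate 2 against 1916 and 1073 in the others, an excess that HAL5 and SAT4 shared. These libraries held 23726633 reads against 16867039 and 12076038. Without generation 0 replicate 2 the log2 fold changes in NCYC3290 were 14.98 for SIS2, 14.07 for SAT4 and 13.36 for HAL5. In YPS128 they were those of HAL5 (12.98, SE 2.2, FDR 0.014), SAT4 (11.31, SE 0.90) and CMK2 (YOL016C, chromosome XV, 294777 to 296120; 9.90, SE 0.99), which encodes a calmodulin-dependent kinase. HAL5 in YPS128 no longer passed an FDR of 0.05 in 4 of the 6 fits that each left out 1 library, in which its log2 fold change ranged from 12.79 to 13.26 over the 6.

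The largest falls in the wild strains were of genes with 0 reads in all 3 generation 10 libraries, so their order rests on the fit's treatment of zeros. In BC187 these were BMH1, ADY2 and ASI1, at least 35.3-fold, 29.6-fold and 25.4-fold lower. In NCYC3290 they were YAH1, MPA43 and YCT1, at least 22.1-fold, 11.7-fold and 10.3-fold lower. In YPS128 they were MAL31, SOF1 and MAP1, at least 4.47-fold, 3.79-fold and 3.40-fold lower. These bounds reflect starting reads and depth as much as effect.

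The 9 genes named in the study were followed in every strain. As a list they rose in all 4 strains by camera (adjusted p from 1.2e-22 in YPS128 to 0.00060 in BY4743), which is not independent evidence because the study chose them on these libraries. Over all genes tested, 6 rose and 2 fell in BY4743, and 7 rose in BC187, 7 in NCYC3290 and 8 in YPS128, and the counts were equal when adjusted over the list alone. These calls held under fry in all 4 strains and with an estimated inter-gene correlation in the 3 wild strains, but not in BY4743 (adjusted p = 0.067). HAL5 rose in BY4743 by 1.09 on the log2 scale (SE 0.094, FDR 0.00013) and CMK2 by 0.86 (SE 0.068). GCD10 (YNL062C, chromosome XIV, 508776 to 510212) rose by 0.54 (SE 0.055) in BY4743, 1.25 (SE 0.083) in BC187, 2.49 (SE 0.58) in NCYC3290 and 3.08 (SE 0.44) in YPS128. CKA1 (YIL035C, chromosome IX, 287790 to 288908) rose by 0.31 (SE 0.071), 1.19 (SE 0.075), 3.34 (SE 0.61) and 1.31 (SE 0.27). Several of these rises no longer passed an FDR of 0.05 when 1 library was left out. CKA1 was lost in 2 of 6 fits in BY4743, 3 of 6 in NCYC3290 and 3 of 6 in YPS128. GCD10 was lost in 3 of 6 in NCYC3290 and 1 of 6 in YPS128, and the rise of QDR2 in YPS128 in 3 of 6. When libraries were scaled to all reads, CKA1 and QDR2 in YPS128 fell in place of rising. The rises of GCD10 and DGK1 in YPS128 and of CKA1 and GCD10 in NCYC3290 became log2 fold changes below 0 that were not detectable as falls (FDR 0.69, 0.16, 0.46 and 0.055). QDR2 (0.22, FDR 0.71) and DGK1 (0.58, FDR 0.47) in NCYC3290 were no longer detectable as rises. QDR1 became a detectable fall in NCYC3290 (-4.30, FDR 0.020) and YPS128 (-4.53, FDR 0.015). For these genes the direction is relative to the bulk of the library.

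**Figure D4:**
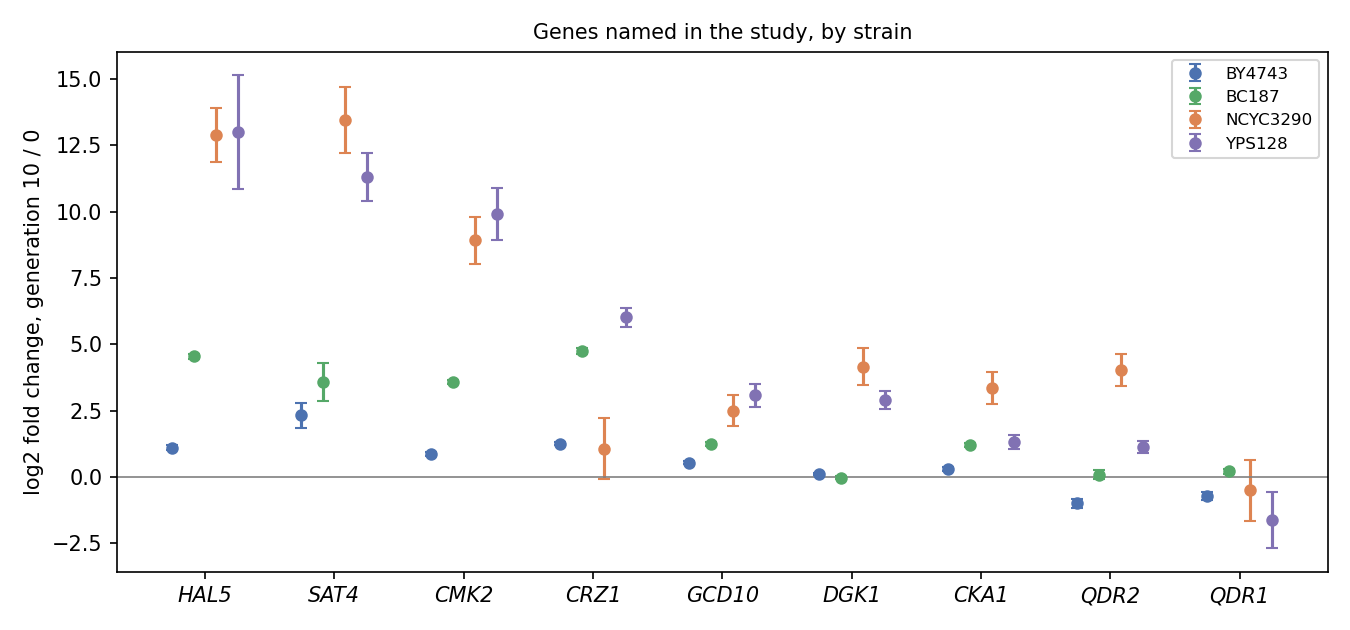
log2 fold change of normalised reads, generation 10 over generation 0, of the 9 genes named in the study in each strain (points, edgeR estimate; bars, 1 standard error; n = 3 per generation). HAL5, SAT4 and CMK2 lie higher in NCYC3290 and YPS128 (8.91 to 13.45) than in BY4743 (0.86 to 2.32) and BC187 (3.57 to 4.55).

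QDR2 (YIL121W, chromosome IX, 132244 to 133872), which encodes a transporter of the plasma membrane, fell in BY4743 by 1.00 (SE 0.17, FDR 0.0040), showed no detectable change in BC187 (0.077, SE 0.17, FDR 0.70) and rose in NCYC3290 by 4.02 (SE 0.61) and in YPS128 by 1.12 (SE 0.23). Its neighbour QDR1 (YIL120W, chromosome IX, 134417 to 136108) fell in BY4743 by 0.73 (SE 0.14), rose in BC187 by 0.21 (SE 0.080, FDR 0.047, over 0.05 in 5 of 6 fits that left out 1 library) and changed by less than its error allows to tell in NCYC3290 (-0.50, SE 1.2, FDR 0.78) and YPS128 (-1.62, SE 1.1, FDR 0.30). DGK1 (YOR311C, chromosome XV, 899056 to 899928) rose by 4.15 (SE 0.70) in NCYC3290 and 2.89 (SE 0.34) in YPS128, with no detectable change in BY4743 (0.11, SE 0.052, FDR 0.13) or BC187 (-0.037, SE 0.056, FDR 0.58). CRZ1 rose by 1.26 (SE 0.073) in BY4743 and 6.01 (SE 0.37) in YPS128, and its value in NCYC3290 (1.06, SE 1.2, FDR 0.53) changed sign to -1.51 (FDR 0.015) without generation 10 replicate 3. With DESeq2 the value in NCYC3290 was a detectable rise of 3.13 (FDR 0.0052).

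Whether effects differed between strains was tested directly in the joint fit of 24 samples. Of 4215 genes, 1742 had a strain-by-generation interaction at an FDR under 0.05. NCYC3290 and YPS128 differed in 1343 genes, of which 162 were higher and 1181 lower in NCYC3290. The mean of these salt-sensitive strains differed from that of BY4743 and BC187 in 1608 genes, of which 1443 were lower and the rest higher. The joint fit shares 1 spread between strains whose replicates spread very differently. With 1 variance per group (voom), 2556 genes had an interaction and 65 differed between NCYC3290 and YPS128 (50 higher and 15 lower in NCYC3290). Between salt-sensitive and salt-tolerant strains 1028 differed (125 higher, 903 lower), of which 777 also passed in the joint quasi-likelihood fit. Scaling to all reads raised the salt-sensitive contrast to 4022 genes and TMM lowered it to 970.

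Within the 2 closest pairs at generation 0, NCYC3290 differed from BY4743 in 1783 genes (155 higher, 1628 lower) and YPS128 from BC187 in 168 genes (96 higher, 72 lower). These lists shared 70 genes in the same direction and 35 in opposite directions. With 1 variance per group the counts were 110 genes for NCYC3290 against BY4743 (88 higher, 22 lower) and 406 for YPS128 against BC187 (219 lower, the rest higher). Of the 110 genes, 77 were neither different at generation 0 (FDR < 0.05) nor 2-fold apart. Of the 406 genes, 169 were neither. Among the genes named in the study, the salt-sensitive strains lay above the tolerant strains for HAL5 (difference of log2 fold changes 10.11, FDR 3.0e-11), SAT4 (9.41, FDR 1.1e-07), CMK2 (7.19, FDR 1.9e-10), DGK1 (3.48), QDR2 (3.03), GCD10 (1.89) and CKA1 (1.58). They did not differ detectably for CRZ1 (FDR 0.54) or QDR1 (FDR 0.49). In the fits per strain scaled to all reads, HAL5, SAT4 and CMK2 stayed higher in both sensitive strains than in both tolerant strains. CKA1 was lower in both (-0.45 in NCYC3290 and -1.90 in YPS128, against 0.30 in BY4743 and 1.14 in BC187), as was GCD10. DGK1 and QDR2 lay above both tolerant strains in NCYC3290 and below both in YPS128. The difference of NCYC3290 from YPS128 was -4.94 for CRZ1 (FDR 0.00030) and 2.90 for QDR2 (FDR 6.3e-06), while HAL5 did not differ between them (FDR 0.92).

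Across the 4140 genes tested in every strain, log2 fold changes of pairs of strains had Spearman correlations between 0.23 (BY4743 and NCYC3290) and 0.49 (BC187 and YPS128). Genes are not independent replicates, and the low values for NCYC3290 go with its replicate correlation of 0.341.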

Values the study reported

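The study reported a fitness effect in at least 1 strain under NaCl for 3,644 genes of 4,133 examined. It counted 23 genes as beneficial in BY4743 above its effect threshold, and 116, 65 and 183 in BC187, NCYC3290 and YPS128. It described a cluster of about 200 genes that were deleterious in all strains with and without NaCl.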

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

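The tests of unequal spread, of the starting pools and of the scaling behind the medians were chosen only after the results were seen, while those of depth and of other groupings were chosen before.

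The effect of NaCl growth differed between strains in the joint fit, for 1742 genes over all strains, 1343 genes between NCYC3290 and YPS128, and 1608 genes between the salt-sensitive and salt-tolerant strains. The joint fit gives all strains the same spread, while the coefficient of variation between replicates was 0.855 in NCYC3290 and 0.110 in BC187. Of the 1343 genes, 162 were higher and 1181 lower in NCYC3290. With 1 variance per group, 65 genes differed between these strains, 50 higher and 15 lower in NCYC3290, and 64 were also among the 1343. That method recovered 19% of simulated changes of 5 on the log2 scale in NCYC3290, so a low count could be found with or without real effects. The joint fit gave 146 false calls beside 191 true calls in the same simulation. Both generations of a strain had the same spread in it, unlike the real samples, so these rates may not hold for them. Unequal replicate spread and a real difference cannot be told apart for the 1343 genes. By contrast, 2556 genes passed the test over all strains with 1 variance per group and 1028 passed the contrast of salt-sensitive with salt-tolerant strains, which argues against unequal spread as the whole cause of these results. Both methods were tried, however, on simulated counts with 1 measured spread per strain. For the test over all strains they gave more false than true calls at a change of 2 on the log2 scale (23 against 15 and 38 against 9). At a change of 5 they gave 50 false beside 188 true and 78 beside 121, so single genes of that list are uncertain. Of 40 assignments of the 12 pairs of samples to strains, 1, the real one, gave as many genes as the 1665 of the blocked fit, and the largest other gave 788. The pairs were formed by replicate number, which was not read as a true pairing. These assignments do not test unequal spread.

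The strains did not start from the same plasmid composition. BY4743 and NCYC3290 started nearly alike, with 0.429% of genes more than 2-fold apart. BC187 and YPS128 were closer to each other than to the other strains, yet 2210 of 4185 genes differed between them and 11.7% by more than 2-fold. Of the 110 genes that differed in effect between NCYC3290 and BY4743 with 1 variance per group, 77 did not differ at generation 0, which argues against the starting composition as the whole cause in that pair. For YPS128 against BC187, 169 of the 406 genes found with 1 variance per group did not differ at generation 0. This argues against the starting composition as the whole cause for those 169. The rest of the 406 differed at the start too, and starting composition and strain cannot be told apart for them. The 168 genes of the joint fit decide nothing, because the starts of this pair differed. The direction changed with the pair and the method. Of the 168 genes 72 were lower, and of the 1783 genes of NCYC3290 against BY4743 1628 were. With 1 variance per group, 219 of 406 were lower in YPS128 against BC187 and 22 of 110 in NCYC3290 against BY4743, while 903 of 1028 were lower in the pooled contrast. The source of the excess of lower genes was therefore left open. Scaling matters here too, since TMM gave 970 genes for the pooled contrast. A biological difference in salt sensitivity, which the strains represent, stays open as a hypothesis and was not tested apart from other differences between the strains.

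The spread of fitness scores differed between strains (exact permutation p = 6.5e-05, the smallest possible). Depth differed as well, so all generation 10 libraries were thinned to 501261 reads outside the 25 highly read genes. The SDs were then 0.785 in BY4743, 1.10 in BC187, 2.60 in NCYC3290 and 1.83 in YPS128, with the same exact permutation p. The number of reads outside the 25 genes alone therefore does not account for the order. The median gene was not compared after thinning, so few reads per gene in NCYC3290 were not ruled out. The order of strains stays open between a biological difference, few reads per gene and the larger replicate spread of NCYC3290 and YPS128. Noise between replicates widens these SDs, and the replicate correlation in NCYC3290 was 0.341.

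The median fitness score also differed between strains (exact permutation p = 6.5e-05, the smallest possible). Under TMM the median of NCYC3290 was -0.65 in the scores per replicate, still below that of BY4743, but the median of the fitted changes rose to 0.48 against 0.01 in BY4743. The first of these values was the test set down, and the second was added after the first had been seen and left the question open. A few barcodes take most of the reads in NCYC3290, and a real fall of most genes and the normalisation cannot be told apart here, because relative counts hold no fixed reference.

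Reads also appeared at genes that had too few reads to be tested in any strain, above the 3 reads that a count of 0 allows. The highest generation 10 library held 4 reads of AKR1, 7 of MDM34, 5 of LAM6 and 7 of BAG7 in BY4743, 4 of GCV1 and 5 of SPT8 in BC187, and 4 of MIX14 and 11 of ODC2 in YPS128. These genes were picked by that limit after their counts were seen. ODC2 had 0 reads in the other 2 generation 10 libraries and in the 3 generation 0 libraries of YPS128. Misread barcodes of the dominant plasmid would give more reads at nearly absent barcodes where another barcode dominates. The 619 barcodes with at most 3 reads in every generation 0 library held 2.83 reads in total per library, on average, in the 6 generation 10 libraries of NCYC3290 and YPS128 and 12.2 in the 6 of BY4743 and BC187, which argues against this source. Of the 6 libraries with a dominant barcode, YPS128 replicate 2 held 15 of these reads, 11 of them of ODC2, and each of the others at most 1. The source of the reads in that library was not tested apart. No biological explanation was tested.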

How the results depend on the processing

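The contrasts within each of the 2 pairs of strains closest at generation 0 were added after seeing the data, and the other alternatives were set before the data were examined. The fit with 1 variance per group was among the latter, and its use as a test of unequal spread was decided later. Of 357 values of the comparisons under other settings, 258 kept their direction and side of the threshold, or stayed within the allowed change, and 99 did not. Of 384 values from fits that left out 1 sample, 310 did and 74 did not. Unless a cause is given, the cause was not tested.

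With TMM, NCYC3290 had 308 deleterious and 172 beneficial genes (all over the effect threshold) and YPS128 had 201 and 433. The genes deleterious in all 4 strains were 13, the beneficial genes shared by NCYC3290 and YPS128 were 67, those of the 3 wild strains alone 12, and the salt-sensitive contrast 970. The median fitness score moved to -0.0034 in BC187, -0.65 in NCYC3290 and -0.081 in YPS128, the spread of NCYC3290 to 2.40, and the exact permutation p for the medians to 0.055. The log2 fold changes of DGK1 in BC187 (0.012) and QDR1 in NCYC3290 (1.59) changed sign.

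With the total library size, NCYC3290 had 3726 deleterious and 17 beneficial genes and YPS128 had 3884 and 16. The genes deleterious in all 4 strains were 574, the shared beneficial genes 5, those of the 3 wild strains 3, the interaction 4038 and the salt-sensitive contrast 4022. This follows from the construction, since dominant barcodes lower the share of every other gene. Adjusted p-values weakened to 0.051 for salt genes in BY4743, 0.053 for ribosomal protein genes in NCYC3290 and 0.44 for these in YPS128, and the salt genes reversed in NCYC3290 (0.12) and YPS128 (0.00062). Medians moved to -0.099 in BC187, -5.53 in NCYC3290 and -3.68 in YPS128, the spread of NCYC3290 to 1.87 and its replicate correlation to 0.385. In NCYC3290, CKA1 (-0.45), CRZ1 (-2.68) and GCD10 (-1.31) changed sign, and in YPS128 CKA1 (-1.90), QDR2 (-2.04), GCD10 (-0.23) and DGK1 (-0.36).

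The effect threshold was taken anew in each setting. It was 0.69 with DESeq2, 0.69 with the likelihood-ratio test and 0.61 with the joint fit, against 0.86 in the main setting. Counts over it in BY4743 and BC187 therefore mix the lower threshold with the method. With DESeq2, 43 genes of BY4743 and 216 of BC187 lay over the effect threshold, NCYC3290 had 672 deleterious and 923 beneficial genes and YPS128 had 557 and 696. The shared beneficial genes were 298 and those of the 3 wild strains 42. DGK1 in BC187 (0.011) and QDR1 in NCYC3290 (2.23) changed sign, and CRZ1 in NCYC3290 became a detectable rise (3.13, FDR 0.0052). The likelihood-ratio test per strain on normalised and imputed reads gave 44 genes over the threshold in BY4743, 940 deleterious and 272 beneficial genes in YPS128, 206 deleterious in all 4 strains, 36 shared and 11 of the 3 wild strains. The joint fit gave 69 deleterious genes and 1 beneficial gene in BY4743, 334 and 48 in BC187, 2242 and 227 in NCYC3290, 896 deleterious in YPS128, 49 shared and 13 of the 3 wild strains. An effect threshold of 1 left 15 genes in BY4743.

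The replicate numbers are not stated to pair samples, and of 12 pairs with a shared number the correlations ran from -0.42 to 0.12, with 2 over 0.1, so the numbers were not read as pairs. With the replicate number as a block, NCYC3290 had 50 beneficial genes, YPS128 had 554 deleterious genes and 124 genes were deleterious in all 4 strains. The adjusted p for salt genes was 0.060 in BY4743 and 0.99 in NCYC3290, where the direction reversed, the replicate correlation of BC187 was 0.933, and CRZ1 in NCYC3290 changed sign (-0.37). HAL5 in YPS128 had an FDR of 0.15.

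With 1 variance per group, 65 genes differed between NCYC3290 and YPS128 and 1028 between salt-sensitive and salt-tolerant strains. In the joint quasi-likelihood fit, YPS128 against BC187 alone gave 168 genes, and 406 with 1 variance per group. With fry, which tests against no change and not against the other genes, the salt genes in NCYC3290 had an adjusted p of 0.0024. With an estimated inter-gene correlation it was 0.067 for ribosomal protein genes and also for the genes named in the study in BY4743, 0.32 and 0.087 for salt genes in BY4743 and BC187, and 0.17 and 0.29 for ribosomal protein genes in NCYC3290 and YPS128. A pseudocount of 5 moved the spread to 0.642 in BY4743, 0.883 in BC187 and 2.16 in NCYC3290, and a pseudocount of 0.5 to 1.09 in BC187 and 2.65 in NCYC3290. More than 20 normalised reads at generation 0 moved the spread of BC187 to 0.984, its median to -0.030 and its replicate correlation to 0.978. The single most abundant barcode, a narrower measure by construction, held 0.129% and 0.183% of reads at generations 0 and 10 in BY4743, 0.145% and 1.82% in BC187, 0.143% and 58.7% in NCYC3290, and 0.183% and 79.1% in YPS128.

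Across the fits that each left out 1 sample, BY4743 had from 524 to 1077 deleterious and from 389 to 1123 beneficial genes, with from 21 to 38 over the threshold. The highest of each came without generation 10 replicate 1. NCYC3290 had from 550 to 1905 deleterious genes (1905 without generation 10 replicate 3) and from 27 to 151 beneficial genes (151 without generation 10 replicate 2). YPS128 had from 2 deleterious genes (without generation 0 replicate 1) to 1636 (without generation 10 replicate 2) and from 40 to 375 beneficial genes in the same fits. The genes deleterious in all 4 strains ranged from 0 to 190 with the YPS128 list, the shared beneficial genes from 8 to 33 and those of the 3 wild strains from 2 to 9. The interaction ranged from 1516 to 2634 genes and the contrast of NCYC3290 with YPS128 from 1140 to 2118, both highest without NCYC3290 generation 10 replicate 3. Fits without a sample have fewer samples and so less power, but the cause of the rises was not tested.

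In the same fits the adjusted p for salt genes ranged from 0.030 to 0.13 in BY4743, from 0.0049 to 0.17 in BC187 (0.17 without generation 10 replicate 1) and from 0.43 to 0.86 in NCYC3290, where the direction reversed without generation 10 replicate 1 (0.59) or 3 (0.74). Replicate correlations ranged from 0.833 to 0.926 in BY4743, 0.970 to 0.978 in BC187, 0.320 to 0.356 in NCYC3290 and 0.610 to 0.778 in YPS128. The log2 fold change ranged from -0.080 to 0.29 for QDR2 in BC187 (negative without generation 0 replicate 1), from -0.085 to 0.015 for DGK1 in BC187 (positive without generation 10 replicate 3), and from -1.13 to 0.073 for QDR1 and -1.51 to 1.57 for CRZ1 in NCYC3290 (each changed sign without generation 10 replicate 3). Among the other values of named genes, 23 changed under other settings, 20 weaker and 3 stronger, and 34 were weaker without a sample. Thinned to a similar library depth, BY4743 still had 857 deleterious and 760 beneficial genes and BC187 had 1458 and 1050. Library depth alone therefore does not account for the number of calls in NCYC3290. Its median gene had 14 to 48 reads at generation 10, and the median gene was not compared after thinning. Few reads per gene and wide replicate spread thus cannot be told apart as the limit on its calls.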

Other observations

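The tests of carried-over reads, of earlier growth, of a mislabelled sample and of scaling in NCYC3290 were chosen only after the results were seen, as was the bootstrap of genes with 2 barcodes, and the comparison with BY4743 in the test of low counts was added after its first outcome.

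Longer genes had lower fitness scores. Across genes, which are not independent replicates, Spearman's rho between gene length and log2 fold change was -0.37 in BY4743, -0.32 in BC187, -0.15 in NCYC3290 and -0.24 in YPS128 (permutation p = 0.001 in each, the smallest that 1000 permutations can give). The weakest value, -0.15, is in the direction set down in advance for a cost of longer genes, but plasmid size and the cost of the protein were not separated.

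Genes with more than 1 barcode gave a check of whether the effect follows the gene, over 39 genes in BY4743, NCYC3290 and YPS128 and 41 in BC187 of the 54 such genes. The correlation between the barcodes of a gene, across genes, was 0.24 in BY4743, 0.14 in BC187, -0.089 in NCYC3290 and 0.59 in YPS128, and passed the 95th percentile of random pairs in YPS128 alone. In BC187 the upper 95% bootstrap bound was 0.605, below the lowest replicate correlation over the same barcodes of 0.971 and its lower bootstrap bound of 0.917, which argues against an effect that follows the gene alone in that strain. In BY4743 the bound of 0.594 lay above the lower bootstrap bound of the lowest replicate correlation, 0.359, and the 2 barcodes did not pass random pairs, so effects of the gene and of the single barcode cannot be told apart there. In YPS128 the bound of 0.754 lay above the lowest replicate correlation of 0.483, and random pairs were passed, so an effect that follows the gene fits the values there. The value of -0.089 decides nothing in NCYC3290, where replicates correlated at 0.207 over these barcodes, and effects of the gene and of the single barcode cannot be told apart in that strain. Neighbouring genes might share effects through flanking sequence in the insert, but rho over adjacent genes was 0.0076 in BY4743 and 0.041 at the highest, in YPS128 (permutation p = 0.017).

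Replicates of NCYC3290 at generation 10 spread widely. Thinned to a similar library depth, the coefficient of variation of BC187 was 0.106 and that of YPS128 0.497, against 0.855 in NCYC3290. This coefficient is the spread beyond counting error, which thinning reads is not built to raise. The comparison therefore cannot decide whether library depth caused the spread. Reads from other libraries of the pool could raise low counts in NCYC3290. The partial rank correlation with the generation 0 reads of BC187 and YPS128 was 0.141, 0.033 and 0.069 in its 3 generation 10 libraries, as set down in advance for that source. It was also 0.110, 0.093 and 0.085 in the libraries of BY4743, where low counts are rare, so stray reads and a shared effect of genes across strains cannot be told apart.

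NCYC3290 generation 0 replicate 2 held 0.185% HAL5 reads against 0.0875% and 0.0818% in the other replicates. The HAL5 excess equalled 0.129% of the HAL5 reads in NCYC3290 generation 10 replicate 1. A carry-over of that size predicted a visible excess of URA5 and SAT4, and both, 2 of 2 genes, met it within 2-fold. Growth of the carriers before sampling would give a log2 excess in proportion to the later log2 fold change, but the ratio varied with a coefficient of variation of 0.724 over HAL5, SIS2, URA5, SAT4 and CMK2. CMK2 and HAP3, picked after their values were seen, had log2 excesses of 0.090 and -0.020 with later log2 fold changes of 8.91 and 8.42, while carry-over predicted less than their noise. Carry-over of reads or cells from generation 10 is a candidate explanation, found and tested on the same samples.

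BY4743 and NCYC3290 had nearly the same generation 0 composition. The SD of log2 differences between their libraries was from 0.154 to 0.240, against 0.0879 to 0.182 between replicates within them, and 1172 genes differed. A mislabelled sample and a common plasmid preparation cannot be told apart at generation 0, because the libraries hold barcodes only and not the strain's genome.

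In NCYC3290, 93.2% of the genes called were deleterious, and 64.2% under TMM. DESeq2 gave 42.1%, so the excess and the normalisation of libraries in which a few genes take most of the counts cannot be told apart.

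In each strain, 1 of the 10 splits of its 6 samples into 3 and 3, the real one, gave as many genes as the 1580 of BY4743, 2778 of BC187, 1166 of NCYC3290 and 523 of YPS128. With 10 splits the share cannot fall under 0.05.

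The 4 strains shared 62 deleterious genes in NaCl. This is lower than the size of the cluster that the study describes, which also used growth without NaCl. The count depends on the test, since it was 206 with the likelihood-ratio test on normalised and imputed reads, 124 with the replicate number as a block, and from 0 to 190 without 1 sample.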
